# The Effectiveness of RNAi in *Caenorhabditis elegans* Is Maintained during Spaceflight

**DOI:** 10.1371/journal.pone.0020459

**Published:** 2011-06-01

**Authors:** Timothy Etheridge, Kanako Nemoto, Toko Hashizume, Chihiro Mori, Tomoko Sugimoto, Hiromi Suzuki, Keiji Fukui, Takashi Yamazaki, Akira Higashibata, Nathaniel J. Szewczyk, Atsushi Higashitani

## Abstract

**Background:**

Overcoming spaceflight-induced (patho)physiologic adaptations is a major challenge preventing long-term deep space exploration. RNA interference (RNAi) has emerged as a promising therapeutic for combating diseases on Earth; however the efficacy of RNAi in space is currently unknown.

**Methods:**

*Caenorhabditis elegans* were prepared in liquid media on Earth using standard techniques and treated acutely with RNAi or a vector control upon arrival in Low Earth Orbit. After culturing during 4 and 8 d spaceflight, experiments were stopped by freezing at −80°C until analysis by mRNA and microRNA array chips, microscopy and Western blot on return to Earth. Ground controls (GC) on Earth were simultaneously grown under identical conditions.

**Results:**

After 8 d spaceflight, mRNA expression levels of components of the RNAi machinery were not different from that in GC (e.g., Dicer, Argonaute, Piwi; *P*>0.05). The expression of 228 microRNAs, of the 232 analysed, were also unaffected during 4 and 8 d spaceflight (*P*>0.05). In spaceflight, RNAi against green fluorescent protein (*gfp*) reduced chromosomal *gfp* expression in gonad tissue, which was not different from GC. RNAi against *rbx-1* also induced abnormal chromosome segregation in the gonad during spaceflight as on Earth. Finally, culture in RNAi against lysosomal cathepsins prevented degradation of the muscle-specific α-actin protein in both spaceflight and GC conditions.

**Conclusions:**

Treatment with RNAi works as effectively in the space environment as on Earth within multiple tissues, suggesting RNAi may provide an effective tool for combating spaceflight-induced pathologies aboard future long-duration space missions. Furthermore, this is the first demonstration that RNAi can be utilised to block muscle protein degradation, both on Earth and in space.

## Introduction

The RNA interference (RNAi) machinery regulates posttranscriptional gene expression by using small (∼20 nucleotide long) non-coding double-stranded RNA (dsRNA) molecules, in combination with nuclease-containing argonaute complexes, to sequence-specifically silence target mRNAs. Since its discovery [1] RNAi technology has emerged as a promising tool for combating a variety of pathologies. Despite technical difficulties surrounding the effective delivery of dsRNA to diseased tissues, rapid progress has been made towards utilising this technique as a therapeutic over recent years. Indeed, more than a dozen clinical trials are currently underway employing RNAi to target illnesses ranging from cancer to asthma [2], [3].

One currently unexplored use for RNAi technology is within the space (microgravity) environment. A primary aim of the world's space agencies is to send humans to other planetary bodies such as Mars. However, preventing attainment of this goal is the frequent occurrence of various (patho)physiologic adaptations during spaceflight, which may be detrimental for crew health and mission performance. For example, decreases in skeletal muscle mass occur during spaceflight [4]–[6] to levels which are sufficient to impair contractile function [4] and rehabilitation [7]. Loss of bone mass also occurs with 92% of crewmembers experiencing decreases of 5 to 10% [4], [8]. Furthermore, indirect measures of metabolism indicate an increased reliance on glucose utilisation and decreased fat oxidation as a fuel source (reviewed in [9], [10]), which may negatively affect physical performance during extra-vehicular activities requiring prolonged energy expenditure. Finally, T lymphocytes harvested and cultured from crew members display a lowered ability to activate in response to mitogens [11] and also increases in chromosomal aberrations [12], suggesting impaired immune function which, if persistent over longer flights, may pose a serious health risk. Therefore, in order to minimise the inherent risks associated with embarking on long-term deep space explorations, effective countermeasures to these (mal)adaptations must be developed.

Drug-based therapies are limited in spaceflight by their short shelf life due to radiation but RNAi may circumvent this disadvantage due to simple and cheap production of dsRNA in flight. However, a number of factors unique to the space environment render the efficacy of RNAi during spaceflight in question. First, total muscle RNA content is lowered after just 7 days spaceflight in LEO [13]. Thus, because the biogenesis of small RNAs is an integral level of RNAi regulation [14] and since the potency of RNAi is amplified by the replication of cellular RNA [15] it is possible that the RNAi machinery may malfunction in space. Second, RNA is less-stable than DNA and may, therefore, be more susceptible to damage by increased radiation in space which again may reduce the effectiveness of RNAi. Third, RNAi evolved as an immune surveillance system whereby malicious genetic material in the form of viruses and transposons are rapidly targeted for destruction [16]. Since T lymphocytes demonstrate impaired activation and increased chromosome aberrations in space [11], [12], and the transcription of genes integral to effective T-cell immune responses is suppressed [17], it may be logical to hypothesise that the RNAi immune response may also be specifically altered by spaceflight, perhaps in the form of reduced mRNA transcription for components of the RNAi machinery. Indeed, UV radiation significantly affects the mRNA expression of major components of RNAi silencing processes in plants [18]. Therefore, before the space agencies can begin to commit the large sums of money necessary to investigate therapeutic strategies during spaceflight, an important initial step is to demonstrate the efficacy of RNAi in this unique environment. Since the nematode *Caenorhabditis elegans* (*C. elegans*) was the first animal in which RNAi was demonstrated [1] and because we have established *C. elegans* as an *in vivo* model organism for understanding the effects of spaceflight [19]–[22] we tested the efficacy of RNAi in *C. elegans* during spaceflight.

The aim of this experiment was, therefore, to extend the use of *C. elegans* to determine whether the RNAi machinery continues to function normally during spaceflight. We report for the first time the stable expression of microRNAs and mRNA of genes encoding for components of the RNAi machinery during spaceflight. We also show that RNAi treatment in space induces alterations in target protein expression and localisation that are not different from ground controls. Furthermore, treatment with RNAi against lysosomal enzymes during spaceflight prevents the degradation of muscle proteins on return to Earth. Thus, RNAi presents a viable option for targeted therapeutic strategies onboard future long-term manned space explorations.

## Results

### Expression of RNAi machinery and microRNAs are normal after spaceflight

We first examined the expression of mRNAs encoding for components of the RNAi machinery after spaceflight to determine whether spaceflight *per se* may affect cellular capacity to silence genes in response to exogenous dsRNAs. To achieve this we flew L1 larvae in nutrient-deprived media, which were subsequently introduced to a liquid food source upon arrival in microgravity to activate the experiment. Animals were cultured for 8 d before experiment cessation by freezing at −80°C and remained frozen on return to Earth. Identical conditions were conducted on Earth simultaneously (ground control) using the orbital environmental simulator (OES) which adjusts temperature, O_2_ and CO_2_ concentrations, and relative humidity, but not microgravity or radiation levels, to simultaneously match conditions on the International Space Station. Only adult animals (2^nd^ generation) were collected, by sedimentation, and their total RNA was isolated. 

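RNA of wild type N2 animals from the 8 d cultures was labelled with Cy3 and hybridised to one-colour Agilent arrays of 45220 spots, 43803 of which were not control spots and carried 43603 different probes. There were 3 groups, microgravity, ground control and the 1G centrifuge on board, with 3 biological replicates each, and every replicate was hybridised to 2 technical arrays, giving 18 arrays. For each spot, the authors' scanner software gave an intensity on a linear scale from which the background had been subtracted, without normalization between arrays. Between 77.6% and 84.7% of the non-control spots of an array were well above background and none was saturated. The intensities were converted to log2 values and each array's 75th percentile was subtracted. Spots of a probe, probes of a gene and the 2 technical arrays of a replicate were averaged, so that each gene had 9 values. Probes well above background on all 6 arrays of at least 1 group were kept, which left 35139 probes for 19238 genes. Differences between groups were tested with limma on the 9 replicates together, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The number of arrays limits the precision of these comparisons.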

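Table 1 holds the genes rnh-1.0, rnh-1.1, rnh-1.2, rnh-1.3, rnh-2, dcr-1, drh-1, drh-3, ppw-1, ppw-2, prg-1, rde-1, ergo-1, sago-1, sago-2 and rde-4. Each of these 16 genes had a probe well above background on all 6 arrays of each group, apart from rnh-1.2 on 5 of the 6 microgravity arrays. In microgravity versus ground control, with 3 replicates per group, 10 genes were higher and 6 were lower. The log2 fold changes lay between -0.34 and 0.25 with a median of 0.04, and their standard errors had a median of 0.09. The 95% confidence interval lay within a 1.5-fold change in either direction for 14 genes. The intervals of rnh-1.1, from -0.69 to 0.80, and of rnh-1.2, from -0.70 to 0.12, were wider. All 3 replicates of one group lay above all 3 of the other for 7 genes, where chance gives 10% of genes.

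After adjustment over all genes, 1 gene was past the threshold, and adjusted over the list alone it was also 1. This gene was sago-2, whose probe lies on chromosome I from 620604 to 620663 in the ce4 build. Its log2 value was 0.18 ± 0.10 (SD, n = 3) in microgravity and 0.52 ± 0.05 (SD, n = 3) in ground control, with all 3 microgravity replicates below all 3 ground control replicates. The log2 fold change was -0.34 (standard error 0.07, adjusted p = 0.0214 from limma). Under 21 alternatives its adjusted p lay between 0.0107 and 0.141, and it was past the threshold in 14 of them. The array annotation lists ppw-1 beside sago-2 for this probe, so the value is uncertain between the 2 genes. Of the 3 probes of ppw-1, those that also list sago-2 changed by -0.16 and -0.13 on the log2 scale, and the probe that lists ppw-1 alone changed by 0.36. A further probe, assigned to Y65B4A.4 and also listing ppw-1, lies on chromosome I from 622096 to 622155 and changed by 0.295. Before adjustment, 5 genes had a p under 0.05, of which dcr-1, drh-3 and ergo-1 were higher in microgravity and sago-1 and sago-2 were lower. For dcr-1 the log2 fold change was 0.25 (standard error 0.09, adjusted p = 0.123 from limma), and all 3 microgravity replicates were above all 3 ground control replicates. Leaving 1G centrifuge replicate 2 out of the shared estimate of the spread raised the count of genes past the threshold to 4, namely dcr-1, ergo-1, sago-1 and sago-2.

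**Figure D1:**
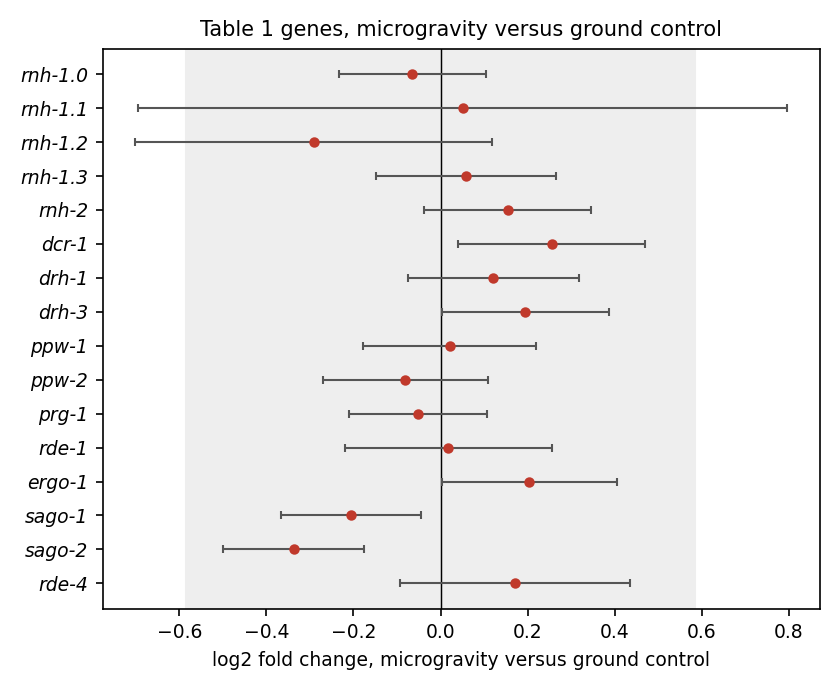
Log2 fold changes of the 16 genes of Table 1 in microgravity versus ground control, on the horizontal axis. Points are estimates from 3 replicates per group, bars are 95% confidence intervals, and the grey band marks a 1.5-fold change in either direction, which the bars of rnh-1.1 and rnh-1.2 cross.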

Microarray analysis revealed normal expression of genes encoding for key proteins involved in the RNAi process after 8 d spaceflight versus ground controls (table 1).

**Table 1:** Gene expression of the RNAi apparatus is unaltered by spaceflight.

RNAi component protein	Gene name	Description	Ground control mRNA expression (av. fold change)	Spaceflight mRNA expression (av. fold change)	Significance
Dicer (RNase III)	*rnh-1.0*	Predicted RNase H	1.01±0.11	1.00±0.10	*P*>0.05
	*rnh-1.1*	RNase H family member	0.47±0.02	0.49±0.06	*P*>0.05
	*rnh-1.2*	RNase H family member	1.29±0.11	1.09±0.33	*P*>0.05
	*rnh-1.3*	RNase H family member	1.03±0.01	1.07±0.09	*P*>0.05
	*rnh-2*	RNase H2 subunit	0.96±0.11	1.07±0.10	*P*>0.05
	*dcr-1*	Dicer family member	0.99±0.04	1.18±0.10	*P*>0.05
	*drh-1*	DExH-box helicase	1.02±0.10	1.12±0.11	*P*>0.05
	*drh-3*	Dicer related helicase family member	0.98±0.07	1.12±0.09	*P*>0.05
PIWI	*ppw-1*	PIWI-domain containing family member	1.11±0.05	1.00±0.06	*P*>0.05
	*ppw-2*	PIWI-domain containing family member	1.01±0.19	0.94±0.11	*P*>0.05
	*prg-1*	PIWI protein	1.07±0.07	1.03±0.05	*P*>0.05
	*rde-1*	PIWI family member	1.07±0.06	1.08±0.09	*P*>0.05
Argonaute	*ergo-1*	Endogenous argonaute family member	1.05±0.07	1.20±0.04	*P*>0.05
	*sago-1*	Argonaute mutant family member	1.03±0.09	0.89±0.05	*P*>0.05
	*sago-2*	Argonaute homolog	1.13±0.13	0.89±0.12	*P*>0.05
RDE-4	*rde-4*	dsRNA binding protein	1.07±0.10	1.19±0.09	*P*>0.05

Adult hermaphrodites (2^nd^ generation) collected at 8 d during spaceflight showed no change in gene expression for components of the RNAi machinery, which were not different ground controls (*P*>0.05). mRNA expression values are the average of 18 separate probes over six microarrays, and are relative to an internal control (1G controls).

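Relative to the mean of the 1G centrifuge replicates, the 32 values of these genes in microgravity and ground control had a median of 1.04 and lay between 0.594 and 1.26. With rnh-1.1 left out the lowest was 0.869, for sago-1 in microgravity. The value of rnh-1.1, whose probe lies on chromosome II from 7528035 to 7528094 in ce4, was 0.617 ± 0.068 (SD, n = 3) in microgravity and 0.594 ± 0.025 (SD, n = 3) in ground control. The 1G centrifuge replicates themselves had 1.47, 0.533 and 1.28 for this gene, a range that contains the values of both other groups. Its log2 fold change versus the 1G centrifuge was -0.70 (standard error 0.33, adjusted p = 0.219 from limma) in microgravity and -0.75 (standard error 0.33, adjusted p = 0.251 from limma) in ground control. Without replicate 2 the adjusted p from limma was 0.000691 and 0.00102, and without replicate 1 it was 0.584 and 0.618.

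Microgravity versus the 1G centrifuge gave 0 of the 16 genes past the threshold in limma, with an unadjusted p under 0.05 for 3 genes, dcr-1, sago-1 and sago-2, and a confidence interval within 1.5-fold for 15. Ground control versus the 1G centrifuge also gave 0 genes, with an unadjusted p under 0.05 for 1 gene, rnh-1.1, and an interval within 1.5-fold for 14. With the slide as a block in a fit on all 18 arrays, rnh-1.1, dcr-1 and sago-1 passed the threshold in the first of these comparisons, 3 genes in all, and rnh-1.1, 1 gene, in the second. This fit takes technical arrays as observations, with 1 correlation within replicates, 0.655, for all genes. For rnh-1.1 the SD was 0.097 between technical arrays and 0.793 between 1G centrifuge replicates. The fit thus counted its technical arrays as more independent than they were, and its calls overstate the evidence. Setting the spaceflight column of Table 1 beside the ground control column, the paper states that the expression of these genes did not change.

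**Figure D2:**
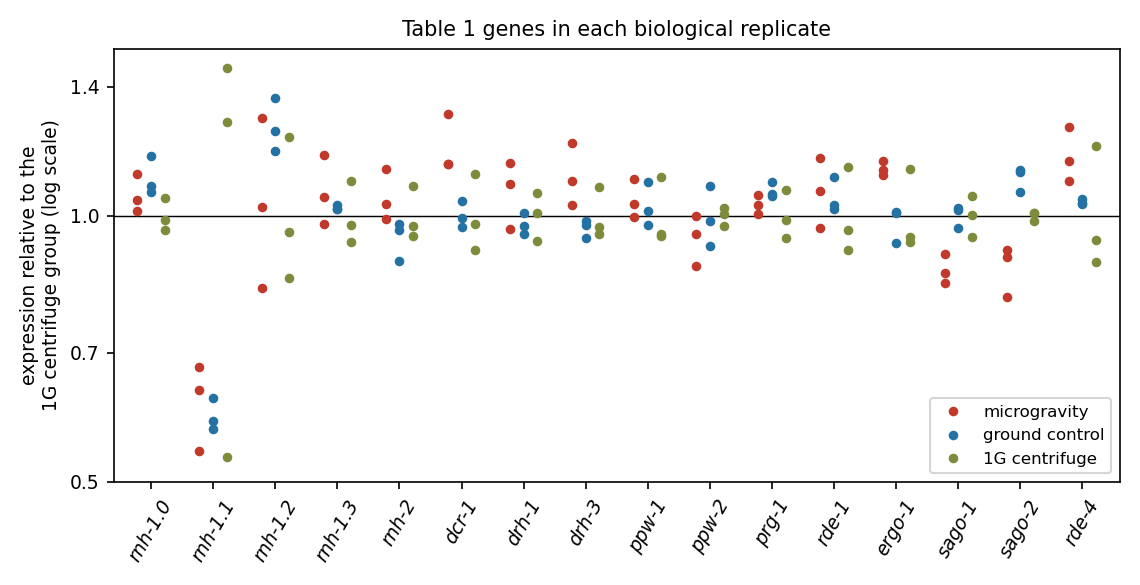
Expression of the 16 genes of Table 1 in each biological replicate, relative to the mean of the 1G centrifuge group, on a logarithmic axis. Each point is a replicate, 3 per group, and the 1G centrifuge points of rnh-1.1 lie at 1.47, 0.533 and 1.28.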

We also aimed to determine whether the expression of microRNAs was altered in adult animals after 4 d (1^st^ generation) and 8 d (2^nd^ generation) spaceflight in order to test the capacity of cells to silence-genes in response to aberrant genome-encoded RNA during spaceflight. Of the 232 microRNAs analysed, 228 remained unchanged during spaceflight. Only 4 targets showed a significant change (increase or decrease ±20% in flight versus controls (ground control and 1G centrifuge) in expression after spaceflight: miR-60 +1.33-fold (*P* = 0.038); miR-1819 −0.72-fold (*P* = 0.049); miR-1823 −0.68-fold (*P* = 0.005); miR-2215 −0.76-fold (*P* = 0.003). Thus, congruent with the lack of change in mRNA expression levels, the expression of the vast majority of microRNAs is not affected by microgravity.

### RNAi effectively silences transgenic and endogenous genes in the gonad after 4 d spaceflight

To directly determine if RNAi functions normally in spaceflight, L1 larvae of the strain AZ212 (integrated array pAZ132; *pie-1::GFP::histone H2B* fusion, which express histone-tagged green fluorescent protein (GFP) in the nuclei of oocytes and embryos) were prepared as above. Upon arrival in space larvae were grown to adulthood by culturing under three conditions: *gfp* RNAi; *rbx-1* RNAi, and; vector control for 4 d before freezing at −80°C. RNAi against *gfp* was chosen due to its use in the seminal demonstration of the efficacy of RNAi in *C. elegans* [1]. RNAi against *rbx-1* was employed for its previous validation by the authors [23]. Fluorescent light microscopy on return to Earth demonstrated that in vector controls, GFP expression levels were comparable between 4 d spaceflight and ground controls (figure 1). RNAi against *gfp* resulted in decreased embryonic GFP expression that was not different between spaceflight and ground controls (figure 1). Furthermore, in both spaceflight and ground control conditions, RNAi against *rbx-1* induced abnormal embryonic nuclear segregation and arrest of meiotic division observed by histone::GFP localisation (figure 2).

**Figure 1:**
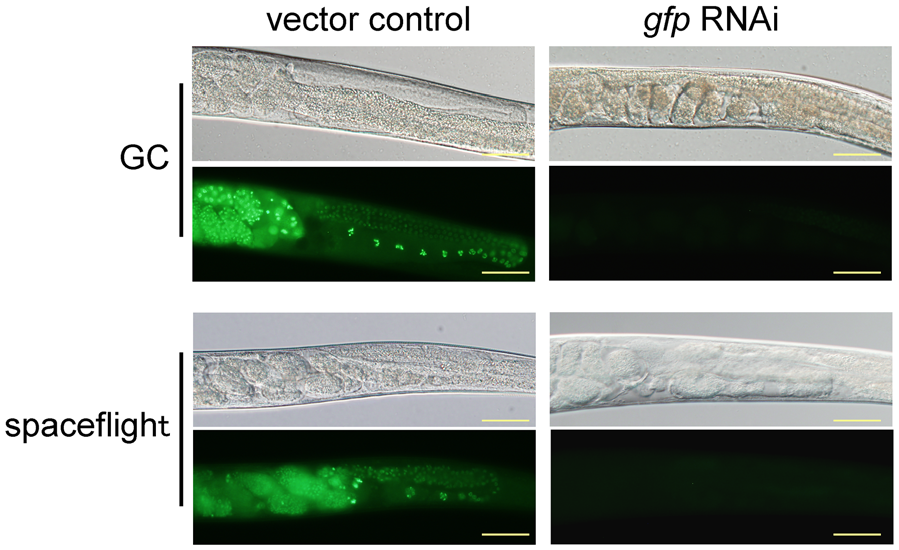
RNAi against *gfp* reduces chromosomal GFP expression in spaceflight and ground control (GC). Animals fed RNAi vector control for 4 d from L1 larvae developed into normal adults in GC and spaceflight conditions. These animals also displayed GFP expression in oocytes and embryos in GC and spaceflight. Animals fed *gfp* RNAi for 4 d also developed normally to adulthood in GC and spaceflight, and demonstrated a loss of GFP expression in both GC and spaceflight. Scale bars represent 50 µm.

**Figure 2:**
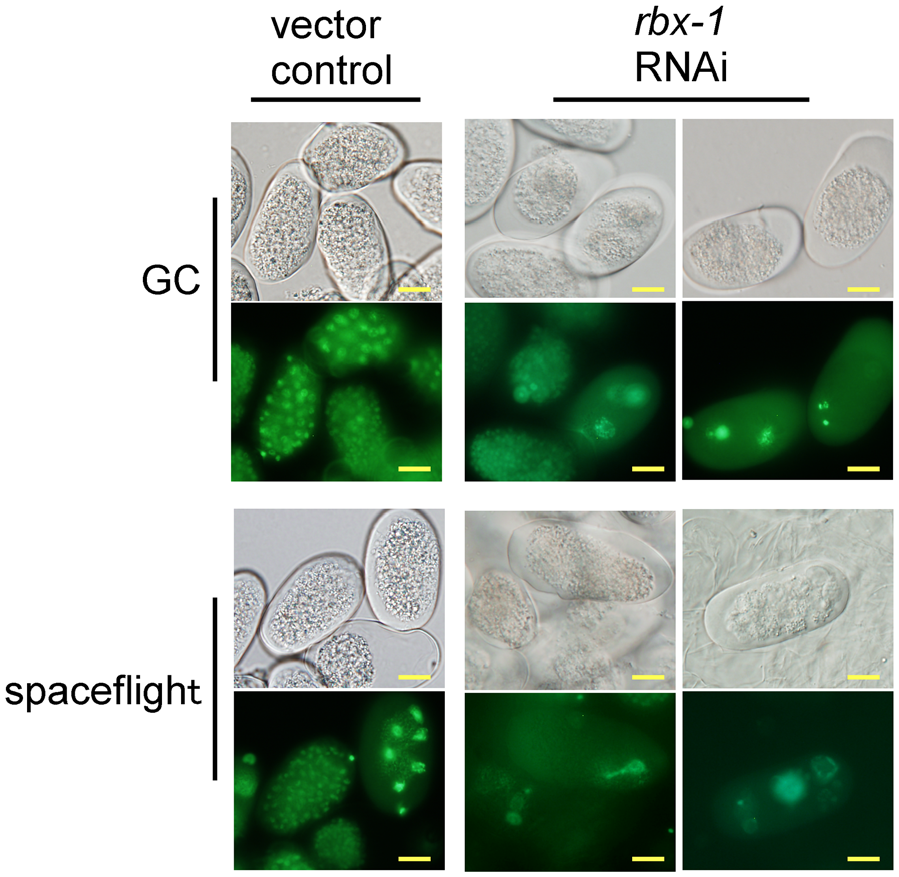
*rbx-1* RNAi induces abnormal chromosomal GFP localisation in spaceflight and ground control (GC). Adult animals fed RNAi vector control from L1 larvae for 4 d produced normal eggs in GC and spaceflight, and display normal embryonic chromosomal GFP localisation in GC and spaceflight. RNAi against *rbx-1* for 4 d caused abnormal embryo development in GC and spaceflight, and induced irregular embryonic nuclear segregation and arrest of meiotic division in both GC and spaceflight. Scale bars represent 10 µm.

### RNAi against lysosomal protease genes prevents muscle protein degradation after 4 d spaceflight

Finally, to test whether RNAi against lysosomal cathepsins in space (*asp-4*, *asp-6*) prevented the degradation of muscle protein α-actin on return to Earth, dauer animals were flown in liquid media as above. On arrival in space dauers were cultured in either a vector control or *asp-4* and *asp-6* [24] RNAi for 4 d until adulthood. Samples were prepared for Western blot analysis in the presence of a protease inhibitor cocktail, which inhibits the activity of the proteasome, calpains and caspases but not that of lysosomal enzymes. Immunoblotting was performed against α-actin for its specificity to muscle, with β-actin used as a ubiquitously expressed loading control. Multiple Western blots (each blot using a different primary antibody against α-actin) revealed a preservation of α-actin protein levels in animals cultured in the presence of *asp-4* and *asp-6* RNAi versus vector control, in both spaceflight and ground control conditions. A near complete loss of α-actin, within limits of detection, was observed in animals cultured in vector control (figure 3); these observations were found to be statistically significant (P<0.01).

**Figure 3:**
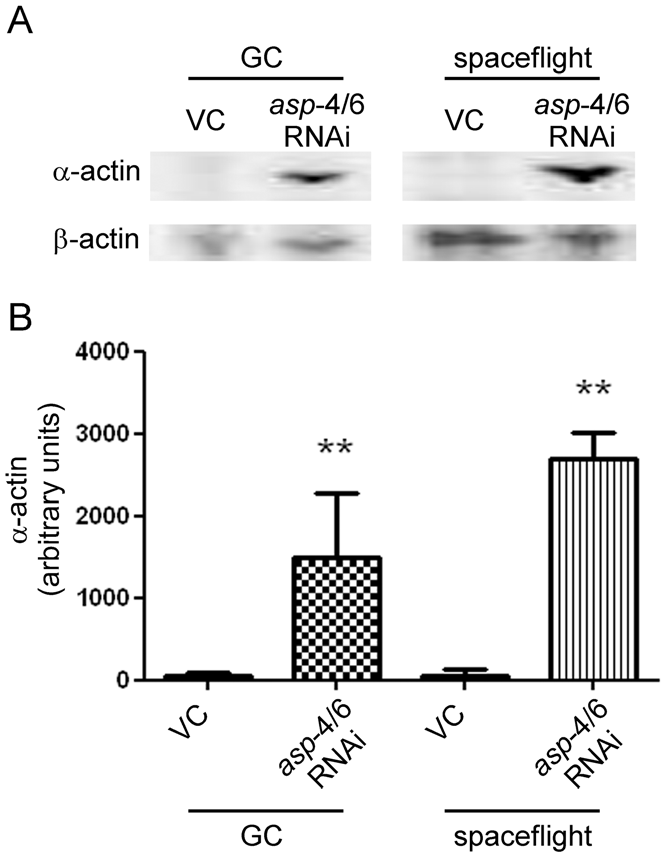
Degradation of α-actin is prevented by *asp-4* and *asp-6* RNAi in spaceflight and ground control (GC). Dauer animals treated for 4 d with RNAi vector control (VC) developed to adulthood. In both GC and spaceflight conditions animals displayed major loss of muscle specific α-actin following lysis in the absence of lysosomal protease inhibitors. Treatment with *asp-4* and *asp-6* RNAi for 4 d in GC and spaceflight resulted in a preservation of α-actin levels. A, representative immunoblot; B, average non-normalised quantification of three Western blots against α-actin. ** denotes significant difference from both GC and spaceflight VC conditions (*P*<0.01).

## Discussion

The incidence of spaceflight-induced (patho)physiological adaptations is a major obstacle preventing long-term space exploration. RNAi may provide an effective strategy for therapy, though validation of this technique in the unique space environment is initially required. Here we report for the first time that the RNAi machinery functions as effectively during 4 and 8 d spaceflight as it does on Earth, as evidenced by normal expression of genes encoding for the RNAi machinery and of microRNAs, comparable patterns of GFP transgene abnormalities with RNAi treatment, and inhibition of α-actin protein degradation with lysosome-targeting RNAi in both spaceflight and ground control conditions.

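A wider list of 57 genes of small RNA pathways, among them the Argonaute genes alg-1, alg-2, csr-1 and hrde-1, the PIWI gene prg-2, and genes of RNA-dependent RNA polymerases and of dsRNA transport, was set beside the genes of Table 1. The arrays measured 55 of them, so that 71 genes were tested as a set. In microgravity versus ground control, 52 of the 71 were higher and 19 lower, with a median log2 fold change of 0.10 and a mean of 0.07. Outside Table 1, limma gave 0 genes past the threshold, also when adjusted over the list alone, and 5 with an unadjusted p under 0.05. The log2 fold change was -0.05 (standard error 0.07) for prg-1 and -0.16 (standard error 0.11) for prg-2, and the highest of the list was 0.37, for alg-2. In microgravity versus the 1G centrifuge, 59 genes were higher and 12 lower, with a median of 0.12, again with 0 of the 55 genes past the threshold and 11 with an unadjusted p under 0.05. A set test with a preset correlation of 0.01 between genes (camera) gave p = 0.0119 against ground control and p = 0.00582 against the 1G centrifuge, both towards higher expression in microgravity. Neither was under 0.05 with the correlation estimated from these arrays, 0.325, which gave p = 0.525 and p = 0.488, or with another set test of limma, fry, which gave p = 0.281 and p = 0.125. The result of fry depended on the fit, since the fry p was 0.021 and 0.00162 without 1G centrifuge replicate 2, and 0.0388 against ground control when only the groups compared were fitted. Without microgravity replicate 2 the camera p was 0.0846 and 0.0524. A separate list of 28 oocyte and embryo genes moved the same way, with medians of 0.16 against ground control and 0.16 against the 1G centrifuge. Of these 28 genes, 26 were higher in microgravity in the first comparison and 28 in the second. The shift of the small RNA genes was therefore not shown to be particular to them.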

The finding that expression of genes involved in the RNAi apparatus (e.g. Dicer, Argonaute and PIWI) is normal during spaceflight indicates that the RNAi machinery maintains the capacity to function normally. Thus, earlier reports of reduced global RNA synthesis after 7 d spaceflight [13] do not appear to be reflected at the level of mRNA transcription, at least of genes coding for RNAi components. Additionally, we report here that the expression of 228 of the 232 microRNAs analysed is unaffected in spaceflight samples. It appears therefore that factors unique to spaceflight, for example microgravity and increased radiation exposure do not impair cellular ability to recognise and initiate gene silencing in response to both exogenous and endogenous genetic material.

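Each array was scaled to its own 75th percentile, which removes a change in the total amount of RNA, so these values show changes of genes relative to one another. Of the 19238 genes, 1987 were past the threshold in microgravity versus ground control, 456 higher and 1531 lower in microgravity. Their median absolute log2 fold change was 0.54, and 865 of them changed at least 1.5-fold. In microgravity versus the 1G centrifuge, 557 genes were past the threshold, 294 higher and 263 lower, and with the replicate number as a block the count was 298, 123 higher and 175 lower. Ground control versus the 1G centrifuge gave 655 genes, of which 567 were higher in ground control. This direction depended on the fit, with 1666 higher and 1496 lower with the slide as a block, and 2985 higher and 2730 lower without 1G centrifuge replicate 2. Without 1G centrifuge replicate 3 the counts of these 2 comparisons were 22 and 37. The count for microgravity versus ground control was 835 without microgravity replicate 2, 103 higher and 732 lower. It was 4761 without 1G centrifuge replicate 2, 2114 higher and 2647 lower. The distance of that replicate from the other 2 replicates of its group enters the shared estimate of the spread. When only the 2 groups compared were fitted, 1423 genes were higher and 2084 lower. The size of the excess of lower genes in microgravity versus ground control thus depended on the fit. The median log2 fold change over all genes was 0.02 in this comparison.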

We also demonstrate that treatment with *gfp* RNAi in space causes reduced gonad GFP expression to levels comparable to those found in Earth-based controls. GFP expression was, however, normal in animals fed a vector control, therein excluding the possibility that lowered protein synthetic capacity in space [19] may have influenced GFP levels under RNAi conditions. Thus, assuming identical rates of protein degradation in RNAi and vector control conditions, the observed reduction of GFP levels can be attributed to actions of the RNAi machinery. Furthermore, *rbx-1* RNAi induced abnormal nuclear histone::GFP localisation within the gonad in both spaceflight and ground controls. Combined, these results indicate that not only is expression of genes involved in RNAi normal but that the protein products of these genes continue to function normally in spaceflight. Thus, spaceflight does not induce negative regulatory post-transcriptional or post-translational modifications that impair the efficiency of RNAi.

Finally, the efficacy of RNAi in space is illustrated by the inhibition of muscle-specific protein (α-actin) degradation by *asp-4* and *asp-6* RNAi treatment, despite virtual total loss of α-actin levels in vector control animals. Thus, cathepsin RNAi administered during spaceflight effectively silences lysosomal proteolytic activity. Furthermore, it is apparent that spaceflight *per se* does not have large negative effects on lysosomal proteases since degradation of α-actin occurred in the vector control condition. This is also, to our knowledge, the first report that RNAi can be used to block the degradation of muscle proteins on Earth and in space. Because loss of muscle mass implies an increase in the degradation of pre-existing proteins, this result indicates that RNAi may be developed to combat conditions of muscle wasting both on Earth and in space.

Taken together, these results demonstrate that, despite reports of impaired T cell function during spaceflight aboard the International Space Station [11], [12], the RNAi immune response is unaffected at the level of both mRNA expression and protein function. Demonstration that this fundamental immunological process is preserved is especially important within the space environment. Enhanced pathogenic virulence in space flown bacteria and increased microbe growth rates [25] render it vital that cells retain their ability to cope with increased exposure to virulent microbes, and indicates that crew member health in response to such stressors may be sustained on long-term exploratory missions.

These experiments also show that RNAi works effectively in at least two tissues; muscle and the gonad. Muscle is a key site for many of the potentially negative consequences of spaceflight to crew member health; for example muscle wasting and altered metabolism towards increased glucose utilisation. The gonad is a primary site for the effects of increased radiation-induced DNA damage and subsequent heritability of genetic defects. Thus, application of RNAi in these tissues may represent a viable therapeutic possibility for future missions to overcome these problems. It is also likely, in light of the lack of change in global mRNA expression of the RNAi apparatus, that RNAi may be as effective in other tissues, therein promoting the use of RNAi to combat a large range of pathologies in space.

In conclusion, we report for the first time the efficacy of RNAi during spaceflight within multiple tissues. However, whether this is true outside of Low Earth Orbit where the effects of radiation are increased is currently unknown, though *C. elegans* provides a practical and cost-effective model organism for incorporation on future unmanned deep space explorations in which to answer this, and other, questions of biological importance. Nevertheless, RNAi presents a potential therapeutic strategy for combating deleterious spaceflight-induced adaptations, for maintained crew health and mission performance. Indeed, we show that protein degradation; a key element underlying muscle wasting, can be prevented by the application of RNAi against proteolytic enzymes on Earth and in space. As such, achieving long-duration explorations of deep space may be made more feasible through the use of RNAi technology to overcome the numerous threats posed to human health by prolonged exposure to the space environment.

## Materials and Methods

### Nematode and bacteria preparation

Two developmental stages of *C. elegans* were cultured for these experiments; L1 and dauer larvae. To provide L1 larvae nematode eggs were prepared using the alkaline bleach method with 0.5 N KOH and 1.0% NaClO. After overnight incubation in M9 buffer containing 5 mg/L cholesterol at 20°C, the hatched L1 larvae were used for the space experiment. L1 larvae were prepared from the strain AZ212 (ruIs32; *unc-119 (ed3)*; [26]), whose integrated array is pAZ132 (*pie-1::GFP::histone H2B* fusion and *unc-119* subclone). AZ212 GFP signals are revealed in the nuclei of oocytes and eggs. To provide dauer larvae animals were cultured according to the protocol [27] with the exception that animals were cultured on 8× peptone NGM agar plates. Dauer animals were prepared from the strain PD55 (*tra-3*(e1107)IV; ccIs55V) whose integrated transgene ccIs55 consists of 58- portions of wild-type *unc-54* (muscle myosin heavy-chain) gene, fused in to the *lacZ* gene of *E. coli*, followed by a 38-terminal portion of the *unc-54* gene. The *unc-54*::*lacZ* fusion encodes a 146-kDa polypeptide.

Double stranded RNA of *gfp* (*gfp* fragment of pGFP U17997 (Clonthech) digested with *Hind*III and *Eco*RI), *rbx-1* [23], *asp-4* [24] and *asp-6* (Ahringer library, clone V-5N20) genes were synthesized in *Escherichia coli* HT115 (DE3) with Litmus 28 plasmid vector *in vivo* system [23]. The vector control used was *Escherichia coli* HT115 (DE3). *E. coli* bacterial feeds were cultured in S basal medium to an OD600 of approximately 3.5.

### Experimental design

A full description of the experimental procedures and flight hardware, including illustrations, employed on this experiment can be found in [28]. We tested three experimental conditions in each culture: ground control, 1G (control) centrifuge onboard the International Space Station (ISS) and micro-gravity samples onboard ISS. Briefly, for the microarray gene expression and microRNA expression experiments N2 wild type L1 larvae were used. For the *gfp* and *rbx-1* RNAi experiments AZ212 L1 larvae were used. For the *asp-4* and *asp-6* RNAi experiment PD55 dauer larvae were used. All larvae were maintained in stasis within S basal medium until initiation of the experiment. The experiment was activated once onboard the ISS by reintroducing animals to food. All experiments were carried out under temperature controlled conditions in the Cell Biology Experiment Facility (CBEF) within the KIBO module. Cultures for microarray analysis were grown for 8 d. Cultures for microRNA expression analysis were grown for 4 d and 8 d. Cultures for RNAi treatment experiments were grown for 4 d. Experiments were stopped by first observing the animals by light microscopy and then by freezing with subsequent storage at −80°C in MELFI. Microscopy at the end of culturing confirmed that the 4 day cultures grew to adulthood as the first generation for both the L1 and dauer cultures, and that the 8 day cultures grew to a second generation of adulthood.

### Microarray and microRNA assay

Flight samples were thawed on ice with M9 buffer containing 0.05% gelatine, and approximately 10^3^ adult hermaphrodites were collected in each experimental condition by picking under stereo microscopy or by sedimentation on ice. Total RNA was isolated with TRIzol Reagent (Invitrogen). Global gene expression and entire microRNA expression were analyzed using the Agilent *Caenorhabditis elegans* Oligo Microarray 22K (Agilent) and Filgen® Array miRNA *Caenorhabditis elegans* 232 probes (Filgen), respectively. Biological triplicates were used for the global gene expression array experiments, and these were each analysed over six microarrays. 

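The 18 arrays lay on 6 slides. A slide held the same replicate number and technical array number of all 3 groups, and each group kept 1 position on the slide, so that position and group could not be separated. The first technical arrays were scanned in 1 session and the second in another. Between technical arrays of a replicate, the median SD over genes was 0.15 on the log2 scale, and the correlation across genes lay between 0.992 and 0.997. Between biological replicates, the median SD was 0.11 in microgravity, 0.08 in ground control and 0.16 in the 1G centrifuge group. For the genes of Table 1 it was 0.10, 0.06 and 0.11. The lowest correlation between replicates of a group was 0.996 in microgravity, 0.997 in ground control and 0.985 in the 1G centrifuge group. The first principal component held 50.4% of the variance and separated 1G centrifuge replicates 1 and 3, at -50.2 and -42, from the other 7 replicates, which lay between 0.1 and 30.7 and included 1G centrifuge replicate 2 at 19.9. The second held 27.4% and separated microgravity, between 14.45 and 23.64, from ground control, between -34.55 and -19.8.

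**Figure D3:**
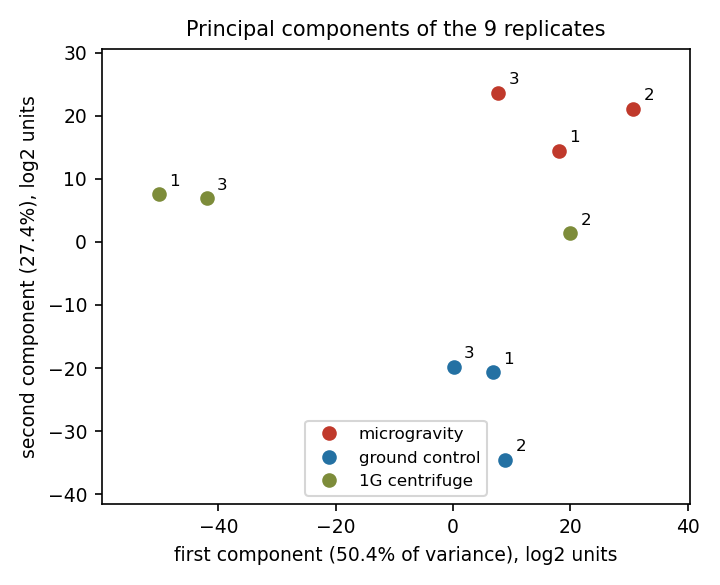
First and second principal components of the 9 biological replicates, in log2 units, with the replicate number beside each point. 1G centrifuge replicates 1 and 3 lie at -50.2 and -42 on the first component, apart from the other points.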

All global gene expression and microRNA data are MAIME compliant and deposited in the gene expression omnibus (GEO) database (accession numbers GSE27338 and GSE27288 for global gene expression and microRNA data, respectively). In the microRNA expression analysis, we compared the expression data between two groups: micro-gravity samples (4 d and 8 d) and controls (4 d and 8 d ground control and 1 G centrifuge onboard ISS). All statistical analyses were carried out by one-way ANOVA with significance set at *P*<0.05.

### Fluorescent light microscopy

Flight samples were thawed on ice with M9 buffer containing 0.05% gelatine, and developed adult hermaphrodites plus eggs laid were picked onto HTC Super Cured ® slides (Thermo Scientific). GFP visualization was performed under constant excitation light and the same exposure period for fluorescence with a fluorescent microscope (BX51; Olympus) and a CCD camera (DP70; Olympus).

### Immunoblotting

Upon return to Earth, developed dauer animals were thawed on ice in the presence of a protease inhibitor cocktail (Complete Mini protease inhibitor tablet; Roche Diagnostics, Mannheim, Germany) in 15 ml tubes. Samples were then pelleted by centrifugation at 13,000×g for 10 min at 4°C and the supernatant removed to leave ∼1 ml. Samples were then transferred to 1.5 ml tubes and spun at 13,000×g for 3 min. The supernatant was then removed to leave 400 µl, the pellet homogenised and 200 µl 3×Laemmli buffer added. Samples were then boiled for 5 min and stored at −20°C until analysis. Samples were thawed on ice, vortexed thoroughly and centrifuged at 13,000×g for 3 min at 4°C to pellet any residual *E. coli* bacteria. Samples (5 µl) were loaded onto a precast 26-well 12% sodium dodecyl sulfate polyacrylamide electrophoresis gel (Criterion XT Bis-Tris; Bio-Rad, Hemel Hempstead, UK) and ran at 200 V for 1 h. After equilibration in transfer buffer for 15 min, the gel was transferred on ice at 100 V for 45 min to a methanol pre-wetted 0.2 µm Immobilon PVDF membrane (Millipore, Billerica, MA). Next, the membrane was blocked in 5% (w/v) BSA in TBS-T (Tris Buffered Saline and 0.1% Tween-20) for 1 h at room temperature and then incubated overnight at 4°C in primary β-actin antibody (New England Biolabs, UK) at a 1∶3000 dilution in 5% (w/v) BSA in TBS-T. The following morning the membrane was washed (3×5 min) in TBS-T and then incubated in anti-rabbit secondary antibody (New England Biolabs, UK) at a 1∶2000 dilution in 5% BSA / TBS-T for 1 h at room temperature. After further washes (3×5 min) in TBS-T the membrane was developed using Immunstar ECL reagent (Bio-Rad, Richmond, CA) for 5 min and the protein bands visualised on a Chemidoc XRS system (Bio-Rad, Hercules, CA). The membrane was subsequently washed (rapidly×2, then 3×5 min) in TBS-T before stripping antibody-bound proteins in neat reagent (Thermo Scientific, Rockford, IL) for 15 min. The membrane was then re-probed with primary α-actin antibody (Sigma-Aldrich, St. Louis, MO) at a 1∶3000 dilution in 5% (w/v) BSA in TBS-T overnight at 4°C. The next day washes, secondary incubation and visualisation were performed as above. This method was repeated another two times with different primary antibodies against α-actin (Invitrogen, Paisley, UK; DSHB, Iowa, US) for a total of three Western blots. Peak density from the three runs was statistically analysed by two-way repeated measures ANOVA with the level of significance set at *P*<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

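Total RNA of N2 animals cultured for 8 d in microgravity, in the 1G centrifuge on board or as ground control was measured on 18 one-colour (Cy3) Agilent arrays, with 3 biological replicates per group and 2 technical arrays per replicate. Samples were assigned to groups and replicates by their labels. The paper's text names a 22K array, while the files come from a design with 45220 spots, 43603 of whose probes are not controls, annotated against the ce4 build. The sequences of the probes were not aligned again, since no genome of this build was at hand.

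The authors scanned the arrays and extracted them with Agilent Feature Extraction. Among the deposited values of each spot are an intensity on a linear scale, with the background subtracted and spatial trends removed, and the mean intensity and local background before that correction. The authors also deposited a table of normalized log2 values of 34226 probes. Compared with the scanner values, that table is the log2 intensity minus the array's 75th percentile, centred for each probe on the median of the 6 1G centrifuge arrays. The filter behind its choice of probes is not stated in the paper's text. The filter used here kept 34202 of them and another 937 probes.

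From the intensities, log2 values were computed and each array's 75th percentile over non-control spots was subtracted. Spots that the scanner software marked as outliers were left out. Probes well above background on all 6 arrays of at least 1 group were kept, 35139 in all. Gene names came from the array annotation and were updated through a gene table of the WBcel235 assembly, used for names only, which named 83.3% of the probes. The others kept the name in the files, and 1246 probes list more than 1 gene. Spots were averaged per probe, probes per gene, and technical arrays per replicate, which gave 19238 genes in 9 replicates. The tests were limma's moderated tests (limma 3.58.1, R 4.3.3) on all 9 replicates with the groups as the only term, and Benjamini-Hochberg adjustment with a threshold of 0.05. Confidence intervals are at 95%. Set tests used camera with a preset correlation of 0.01, camera with the estimated correlation, and fry. Relative expression is 2 to the power of a replicate's log2 value minus the mean of the 1G centrifuge replicates. Figures were drawn with matplotlib 3.10.9.

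On each array between 77.6% and 84.7% of the non-control spots were well above background. The mean net signal of the negative controls was 19.7 to 22.4 on the arrays of the first scan and 13.3 to 15.7 on those of the second. The scanner's quality report was within range for all arrays but 1, the first technical array of 1G centrifuge replicate 3. The number of arrays limits the precision. With 3 replicates per group, the smallest p of an exact two-sided permutation test is 0.1, so that test was not used for single genes. Single genes were tested with limma, and those of Table 1 also with the test named in the methods.

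Whether replicate numbers pair the samples was checked, because slides hold the same replicate number of every group. The deviations from the group means of same-numbered replicates had correlations across genes of 0.162, 0.564 and 0.612 for microgravity and the 1G centrifuge, 0.075, 0.19 and 0.474 for microgravity and ground control, and 0.036, 0.229 and 0.462 for ground control and the 1G centrifuge. The numbers were therefore treated as pairing the samples of the first of these comparisons, for which the result with the replicate number as a block is given beside the other. Correlations of differently numbered replicates were not set beside these as a reference, so the pairing is an assumption.

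Before the data were examined, the tests of the comparisons, the lists of genes and the alternatives named below were fixed, as was the rule for naming genes. What was added later, namely 2 further alternatives, the pals family and the tests of explanations on 1G centrifuge replicate 2, rnh-1.1 and scl-19, is marked as such where it is given. By that rule the text names the genes of Table 1, the other genes named in the paper, any gene of the small RNA pathway list past the threshold, and for each comparison up to 5 genes with the largest change among those past the threshold whose replicates do not overlap. Outside that rule, alg-2, prg-2, the single heat shock genes and scl-20 were chosen to be named after their values were seen, and so was the count of heat shock genes past the threshold, since the lists other than those of Table 1 and small RNA pathways were to be given as medians only. The lists cover small RNA pathways, muscle, sperm, yolk, oocyte and embryo, moulting and larval, and heat shock genes. The alternatives were another background correction (normexp, offset 50), quantile normalization, no filter on dim probes, outlier spots kept, the deposited log2 values, the brightest probe of a gene, a single technical array, all 18 arrays with a correlation within replicates, the slide as a block, the replicate number as a block, a fit of only the 2 groups compared, each replicate left out in turn, and, for Table 1, other averaging, other thresholds and the test named in the methods. A further alternative, matching the probes to the genome again, was not run.

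The procedure was tested on simulated data with the means and spread of these arrays, in which 200 of 19238 genes were changed in microgravity. For microgravity versus ground control it called 129 genes, 125 of them changed, with 81.3% of the genes changed by at least 1 on the log2 scale called. For microgravity versus the 1G centrifuge it called 124 genes, 119 of them changed, with 78.4% called by the same measure. Simulated ground control versus the 1G centrifuge, with no changed gene, gave 0 calls. The simulated genes varied independently of one another, with 1 spread per gene for all groups. In the real replicates the first principal component held 50.4% of the variance, so genes varied together. The simulation therefore does not give the rate of false calls under such shared variation. The microRNA arrays and the RNAi and immunoblot experiments were not analysed here.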

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

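Of the tests in this part, those on probes listing a single gene and on single heat shock genes were chosen after the result was seen.

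The paper reports on 16 genes of the arrays, and among the other genes many more differed between groups. In microgravity versus ground control 1987 genes were past the threshold, 1531 of them lower in microgravity. Several technical explanations were tested. With the slide, and so the scan, as a block, 1777 of the 1987 genes were still past the threshold, but each slide held all 3 groups and the fold changes stayed the same by design, so this fit excludes nothing. Of the 6413 brightest genes 6.97% were past the threshold (447 genes), against 13% of the 6413 dimmest, so that signals close to background are not the whole cause either. The level of the sperm and moulting gene lists lay between -0.33 and 0.06 in the microgravity replicates and between -0.28 and -0.01 in ground control. These overlapping levels argue against a different share of late larval animals as the whole cause. With that level as a covariate, 1983 of the 1983 called genes outside these lists were past the threshold. Since the levels were alike in the 2 groups, the covariate fit could hardly have removed these genes, so their number adds no evidence. That fit called 6307 genes in all, 2964 higher and 3343 lower, so that the size of the excess of lower genes depends on the fit, and it called 6 genes of Table 1. The position on the slide was fixed for each group, and the 10 spike-in controls differed by a median of 0.112 in absolute log2 value between these groups, against 0.54 for the genes past the threshold. Since position and group coincide, an effect of position on single genes cannot be told apart from the condition. None of the 9 other splits of these 6 samples gave a gene past the threshold, so 1 of 10 splits gave a count as large. That share alone is too coarse to exclude chance. In the F test over the 3 groups, the real grouping gave 2060 genes and the largest count among the other splits compared was 264. Together these counts argue against a random grouping as the source of most of these genes. Leaving out microgravity replicate 2 lowered the count to 835, and leaving out 1G centrifuge replicate 2 raised it to 4761. Microgravity and ground control also differ in launch, radiation and culture on orbit, which the 1G centrifuge group shared with microgravity. The comparisons with that group bear on these together, and none of them was tested alone.

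In microgravity versus the 1G centrifuge 557 genes were past the threshold. With the sperm and moulting covariate, 400 of 556 genes outside these lists were still past it, and that fit called 561 in all. Counting the real split, 2 of 10 splits gave as many genes. The other one, which put 1G centrifuge replicate 2 with microgravity replicates 1 and 2, gave 2341, so chance cannot be excluded. The numbers were treated as pairing these samples, an assumption drawn from the same data. Of the 4 splits that part all 3 pairs the real one alone reached its count, but 4 splits are too few to exclude chance. With the replicate number as a block 298 genes were past the threshold. The count was 22 without 1G centrifuge replicate 3 and 9100 without 1G centrifuge replicate 2. The difference of gravity on orbit remains open, untested, beside the position on the slide.

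In ground control versus the 1G centrifuge 655 genes were past the threshold, 567 of them higher in ground control. With the covariate 469 of 655 were still past it, among 860 called in all. Of 10 splits, 1 gave as many, which cannot exclude chance. The count was 37 without 1G centrifuge replicate 3 and 5715 without 1G centrifuge replicate 2. The 10 spike-in controls were higher in ground control by 0.058 to 0.42 on the log2 scale, with a median of 0.185. The median absolute log2 fold change of the genes past the threshold was 0.62. Most of these genes and the spike-in controls moved the same way, so an effect of slide position also stays open here. Over the 3 groups together, the F test gave 2060 genes. Of 100 splits of the 9 samples, out of 280 possible and with the real one among them, 1 gave a count as large, and the largest of the others was 264, so a random grouping is unlikely to account for it.

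The heat shock genes, a list fixed before, stood out in ground control. In microgravity versus ground control 10 of the 18 measured genes were past the threshold, all 10 lower in microgravity. Adjusted over the list alone 14 were, and the 4 added, hsp-3, hsp-4, hsp-17 and hsp-60, were higher in microgravity. The median log2 fold change of the list was -0.71 in microgravity versus ground control, 0.63 in ground control versus the 1G centrifuge and -0.11 in microgravity versus the 1G centrifuge. For hsp-16.2 the log2 fold change was -2.12 (adjusted p = 0.00301 from limma) in the first comparison, and for hsp-12.3 it was -1.96 (adjusted p = 0.000914 from limma). The gene hsp-12.3 was also lower in microgravity versus the 1G centrifuge, at -1.13 (adjusted p = 0.0218 from limma). It was the 1 gene of the list past the threshold there, and had 0.83 in ground control versus the 1G centrifuge. Others of the list, such as hsp-1, at 0.02 in the first comparison, did not follow. Under quantile normalization the median in microgravity versus ground control was -0.69, which argues against the scaling as the cause. With the sperm and moulting covariate 10 of the 10 genes were still past the threshold. The level of these lists was alike in microgravity and ground control, so that fit could hardly have changed the calls. The overlapping levels themselves argue against a different share of larval animals as the cause in this comparison. Of the 10, 4 have a probe that lists more than 1 gene, so their single values are uncertain between near-identical genes, and with only probes that list 1 gene the median of the list was -0.09. The other 6 of the 10, hsp-16.2, hsp-16.41, hsp-12.3, hsp-12.6, hsp-70 and hsp-43, have probes that list 1 gene and were all lower, so the calls do not rest on shared probes alone, and a median over members that go both ways depends on which are kept. Over the replicates left out in turn the median stayed between -0.82 and -0.62. The 10 spike-in controls changed by -0.248 to 0.114 in microgravity versus ground control, and the 10 called genes by -2.43 to -0.64. This argues against an effect of slide position shared by all spots as the cause for these 10 genes. An effect of position on single genes cannot be told apart from the condition. A difference in the culture or handling of the ground control also stays open. The paper states that a simulator on the ground matched temperature, gases and humidity to those on the station, and no measure of these was analysed here.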

How the results depend on the processing

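The alternatives were set before the data were examined, apart from 2 chosen after seeing the data, the use of only those probes that list 1 gene and the ratio to the median of the 1G centrifuge arrays. The match of the probes to the genome was not run. The cause of the changes below was not tested unless it is named.

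The number of Table 1 genes with a 95% confidence interval within 1.5-fold stayed within 1.5 times its value in every comparison and alternative run. The relative expression of the Table 1 genes, with a median of 1.04, lay between 1.03 and 1.05 under the alternatives that keep all replicates. The camera p of the small RNA pathway list kept its direction and its side of 0.05 under those alternatives, with a range of 0.00184 to 0.046 against ground control and of 0.00262 to 0.0204 against the 1G centrifuge.

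In microgravity versus ground control, 1 gene of Table 1, sago-2, was past the threshold. The count was 0 with technical array 1 alone and 0 with probes that list 1 gene, where sago-2 has no probe left. It was 2, with sago-1, on all 18 arrays with a correlation within replicates. With the slide as a block it was again 1, but the gene was sago-1. Without adjustment, limma gave 5, and the test named in the methods, a comparison of the 3 groups, gave 3 (dcr-1, sago-1 and sago-2) on the biological replicates, 6 taking each array as independent and 6 on every probe value of the 2 groups. Adjusted over the 16 genes, these 3 counts of the methods' test were 1, 5 and 5, and the last 2 count technical arrays as replicates. In microgravity versus the 1G centrifuge, the count of 0 became 1 on all 18 arrays, sago-1, and 3 with the slide as a block. In ground control versus the 1G centrifuge it became 1 with the slide as a block.

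Over all genes, the counts in microgravity versus ground control, microgravity versus the 1G centrifuge, ground control versus the 1G centrifuge and the F test were 1987, 557, 655 and 2060. With technical array 1 alone they were 1018, 82, 246 and 781, and with technical array 2 alone the count for ground control versus the 1G centrifuge was 405. With all 18 arrays the last 3 were 2274, 1549 and 3991, and with the slide as a block they were 3388, 4009, 3162 and 6159. Both of these fits take technical arrays as observations, with 1 correlation within replicates for all genes, 0.589 and 0.655. For genes whose technical arrays are more alike than that, the calls may be too many. Fitting only the 2 groups compared gave 3507, 37 and 192, each with its own spread. With a fold change of at least 1.5 also required they were 865, 328 and 359. The second was 366 under the normexp background and 187 without the filter on dim probes. Under quantile normalization the share of higher genes was 27.2% in the first comparison, against 22.9%, so no scaling moved a share by over 10 percentage points. Other fits did, with 35.2% in the first comparison and, against 86.6%, 52.7% in ground control versus the 1G centrifuge with the slide as a block, and 44.4% and 52.2% without 1G centrifuge replicate 2. Fitting only the 2 groups compared gave 40.6% in the first comparison. In microgravity versus the 1G centrifuge the share of 52.8% became 39% without the filter on dim probes, 42.7% with technical array 1 alone, 41.3% with the replicate block, 27% with only the 2 groups and 18.6% without microgravity replicate 1, so its direction is not settled.

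With the replicate block, the count for microgravity versus the 1G centrifuge was 298. This fit gave 2057 and 628 genes in the other comparisons and a camera p of 0.0112 and 0.00407. The Table 1 gene past the threshold over all genes was again sago-2, but adjusted over the list alone the count of 1 became 0, as it also did with the slide as a block and without 1G centrifuge replicate 3. The correlations of same-numbered replicates in the comparisons with ground control, down to 0.075 and 0.036, do not show that the numbers pair those samples.

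Leaving out each replicate in turn gave between 0 and 4 genes of Table 1 in microgravity versus ground control, between 0 and 5 in microgravity versus the 1G centrifuge, and between 0 and 1 in ground control versus the 1G centrifuge, each highest without 1G centrifuge replicate 2. The counts over all genes lay between 835 and 4761, between 22 and 9100, between 37 and 5715, and for the F test between 725 and 10362, again highest without 1G centrifuge replicate 2. The camera p lay between 0.0023 and 0.0846 against ground control and between 0.000752 and 0.0524 against the 1G centrifuge, past 0.05 only without microgravity replicate 2. The median relative expression lay between 1.01 and 1.09, lowest without 1G centrifuge replicate 3. Where a group is left with 2 replicates, it is assumed to vary like the others.

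Signal over background limits rnh-1.2, which was well above background on 5 of the 6 microgravity arrays, scl-19, on 1 of 6, and C17B7.12, on 1 of 12 probe values in ground control. The log2 fold change of scl-19 in microgravity versus ground control lay between -6.80 and -2.13 over its alternatives, and that of C17B7.12 between 0.43 and 3.51, each nearest to 0 under the normexp background.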

Differences from the paper's values

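Of the 32 values of Table 1, the relative expression of 16 genes in ground control and spaceflight, none differed from the paper's by more than both the larger error and 1.5 times. The paper does not say whether its errors are SDs or SEMs. It describes its values as averages over separate probes, while most of these genes had 1 probe here. What its values and errors were computed over is therefore unclear. The values found here lay within the larger of both errors of the paper's value for 28 of the 32. The widest gap was for rnh-1.1, at 0.594 against the paper's 0.47 in ground control and 0.617 against the paper's 0.49 in spaceflight. The others were ppw-1 in ground control, at 1.03 against the paper's 1.11, and ergo-1 in spaceflight, at 1.13 against the paper's 1.20. Under a ratio to the median of the 6 1G centrifuge arrays, as in the deposited log2 values, which was chosen after seeing the values, 30 of 32 lay within the larger error, rnh-1.1 among them. Of the alternatives set before the data were examined, leaving out 1G centrifuge replicate 1 moved both rnh-1.1 values beyond 1.5 times the paper's, and the others did not.

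The paper states that none of the genes of Table 1 differed between spaceflight and ground control. For 15 of the 16 genes, limma gave an adjusted p above 0.05, and for sago-2 it was 0.0214. No gene of Table 1 was past the threshold with technical array 1 alone, nor without microgravity replicate 1, microgravity replicate 3, or any 1 of the ground control replicates, nor with only the probes that list 1 gene, an alternative chosen after seeing the data that leaves no probe for sago-2. With the slide as a block, sago-2 was not past the threshold (adjusted p = 0.0534 from limma) and sago-1 was. Under the test named in the methods, a 1-way comparison of the 3 groups on the biological replicates, 3 genes were past an unadjusted p of 0.05, and 1 gene, sago-2, after adjustment over the list alone.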

Other observations

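In this part, the tests on 1G centrifuge replicate 2, on rnh-1.1, on the pals genes and on scl-20 were chosen only after the results were seen.

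1G centrifuge replicates 1 and 3 lay apart from replicate 2. The difference, gene by gene, had a correlation of 0.92 between the technical arrays, which lay on other slides and were scanned in other sessions, which argues against noise of a single hybridisation. Of the 6 samples of the other groups, 0 were more correlated with 1G centrifuge replicates 1 and 3 than with their own group, which argues against a swap between groups. At 338 genes that set microgravity apart from the other groups with replicate 2 left out, replicate 2 was nearer to the controls for 57.1%, against 4% to 14.6% for microgravity replicates left out in the same way, which argues against a microgravity sample under its label. At 391 genes that set ground control apart it was nearer to the flight samples for 78.5%, against 4.4% to 7.2% for ground control replicates. In replicates 1 and 3 the sperm genes were higher than in replicate 2 by a median of 1.02 on the log2 scale, the moulting and larval genes by 0.715, and the median of the oocyte and embryo genes was -0.287. A candidate explanation is a larger share of late larval animals in replicates 1 and 3, found on the same data. A mixture of samples was not tested.

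The value of rnh-1.1 followed the same division. In all 6 of the microgravity and ground control replicates its level was above that of 1G centrifuge replicate 2 and below those of 1G centrifuge replicates 1 and 3. Its low relative expression in Table 1 may therefore come from the difference between 1G centrifuge replicates and not from the condition. With the sperm and moulting covariate its log2 fold change was -0.21 in microgravity and -0.17 in ground control versus the 1G centrifuge.

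In microgravity, 310 genes were called the same way against both controls, 197 of them lower. In 33 simulations of microgravity samples with no change of their own, the highest such count was 0, which argues against chance values of the shared arrays. Ground control was called the same way against both flight groups for 466 genes, 419 of them higher, and the 1G centrifuge against both other groups for 46, with 0 and 1 as the highest simulated counts. Such a count cannot exceed that of either comparison it draws on, so the count for microgravity is at most 298 with the replicate block and at most 22 without 1G centrifuge replicate 3, and that for ground control at most 37 without 1G centrifuge replicate 3. The simulations do not cover this dependence on single replicates.

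The largest changes among genes past the threshold whose replicates do not overlap were as follows. In microgravity versus ground control they were scl-19, with a log2 fold change of -6.32, D1086.9 with -5.04, F20E11.17 with -4.17, F22B5.4 with -3.87 and C17B7.12 with 3.24. Against the 1G centrifuge they were scl-19 with -6.37, C17B7.12 with 3.28, asp-16 with -3.01, F22B5.4 with -2.56 and dod-24 with -2.46. In ground control versus the 1G centrifuge they were D1086.9 with 3.38, spp-20 with 2.60, the EST AU219049 with 2.43, F20E11.17 with 2.39 and col-183 with 2.24. The adjusted p from limma of these genes lay between 0.000536 and 0.0271. D1086.9, F20E11.17 and AU219049 were not past the threshold in ground control versus the 1G centrifuge under 5, 5 and 4 of 22 alternatives. Some of the low values are near background. scl-19 was well above background on 1 of 6 microgravity arrays and D1086.9 on 4 of 6, and C17B7.12 on 1 of 12 probe values in ground control and 2 of 12 in the 1G centrifuge group, so the sizes of these changes are uncertain.

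A deletion in the microgravity cultures was weighed for scl-19, on chromosome V from 18735116 in ce4. The neighbouring gene scl-20, whose probe starts at 18735449, was not lower in microgravity but had a log2 fold change of 1.19 against ground control, which argues against a deletion that reaches it. A deletion of scl-19 alone remains open.

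For the 16 genes of Table 1, 1 of 10 splits of the microgravity and ground control samples gave as many genes past the threshold, so chance cannot be excluded. For the small RNA pathway list, 5 of 10 splits gave as small a camera p against ground control and 5 of 10 against the 1G centrifuge, so its small p under the preset correlation is not specific to the real groups.

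The median log2 fold change of the other lists, given for microgravity versus ground control, microgravity versus the 1G centrifuge and ground control versus the 1G centrifuge, was 0.10, -0.47 and -0.58 for 39 sperm genes, 0.04, -0.20 and -0.13 for 33 moulting and larval genes, 0.16, 0.16 and 0.00 for 28 oocyte and embryo genes, -0.13, 0.02 and 0.20 for 6 yolk genes, and -0.04, -0.13 and -0.05 for 24 muscle genes. The 26 genes of the pals family, looked at after the values were seen, had medians of -0.94, -0.21 and 0.67, with 18 past the threshold in microgravity versus ground control, all 18 lower. Under the alternatives that keep all replicates the first of these lay between -1.06 and -0.36. The sperm medians against the 1G centrifuge depended on single replicates of that group. Without 1G centrifuge replicate 2 they were -0.83 for microgravity and -0.94 for ground control. Without 1G centrifuge replicate 1 they were -0.28 and -0.40.

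Of the other genes named in the paper, as RNAi targets or in the genotypes of its strains, asp-4 had a log2 fold change of -0.36 (adjusted p = 0.0181 from limma) in microgravity versus ground control and tra-3 had 0.41 (adjusted p = 0.0344 from limma), each with all 3 replicates of one group on one side of the other. asp-4 was past the threshold in 18 of 22 alternatives, with adjusted p between 0.00195 and 0.0728, and tra-3 in 12, with adjusted p between 0.011 and 0.227. The others were rbx-1 with 0.16, asp-6 with -0.45, unc-54 with -0.05, pie-1 with 0.21 and unc-119 with 0.24, with adjusted p between 0.0622 and 0.895. Of these 7 genes, 2 were past the threshold over all genes and 4 when adjusted over the list alone. Against the 1G centrifuge 0 of the 7 were past it in limma, and 2 had an unadjusted p under 0.05. These are wild type animals without RNAi treatment, unlike those of the paper's RNAi experiments.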
